A study of Homo sapiens with 2 samples. Its data were reported in "Exogenous miRNAs from Moringa oleifera Lam. recover a dysregulated lipid metabolism" (2022).

How the data were processed

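Gene expression was measured by quantitative PCR in 2 samples of HepG2 cells, a human hepatoma line. The control sample was untreated and the other sample was exposed for 72 h to MOES, an aqueous extract of Moringa oleifera seeds. There was 1 sample per group, so no difference has a replicate check and no p-values were computed. The sample title gives the MOES dose as 5 mg/mL and the treatment protocol in the labels gives 2.5 mg/mL. The deposited tables do not say which dose they hold. The columns were assigned to samples by their names, the treated column being the group that the authors' fold change header compares with the control group.

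Per the labels, total RNA was reverse transcribed and run on a 96-well adipogenesis PCR array with SYBR Green, and the manufacturer's web software computed the values. The array holds 84 gene wells and 12 control wells. The control wells are 5 reference genes, 1 genomic DNA control (MGDC), 3 reverse transcription controls (RTC), which follow a synthetic RNA through reverse transcription, and 3 positive PCR controls (PPC), which carry their own template. The authors deposited the threshold cycle (Ct, the cycle at which fluorescence crosses a set level, so that a lower Ct means more template), and the deposited values go no higher than 35. The header calls the values averages, but the standard deviation columns are empty of numbers and the number of averaged wells is unknown. The study states in general that its experiments rest on at least 3 biologically independent measurements. It does not say whether the array values are averages over such repeats. The authors also deposited the delta Ct, a log2 scale with its sign reversed, which is the Ct of a well minus the mean Ct of the reference genes. Comparing Ct with delta Ct over all 31 subsets of the reference genes showed that this mean was taken over B2m, Gusb and Hsp90ab1, with Actb and Gapdh left out. This mean lay within 0.00071 cycles of the median of Ct minus delta Ct over all wells, in both samples. The single wells lay within 0.0050 cycles of that median. The authors deposited 2 tables of ratios, the level relative to the reference genes and the fold change of the treated sample over the control. The authors' deposited table of fold changes lists 62 of the 84 genes, 5 of them above 1 and 57 below 1.

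Fold changes were computed as 2 to the power of minus the difference in delta Ct, from the deposited Ct and the mean of B2m, Gusb and Hsp90ab1. The limits were those of the study's methods, above 1.5 and below 0.5. A Ct of 35 was read as the ceiling of the measurement, which assumes that the PCR itself worked in those wells. The PPC wells, which check this, were at 35 in both samples. A fold change with the MOES well at 35 and the control well below it is an upper bound, written as "at least N-fold lower", and wells at 35 in both samples carry no information on change. Medians were taken with such genes entered at their bound, or at no change where both wells were at 35. For lack of replicates, the spread between repeat wells was taken from the 3 RTC wells of the control sample, multiplied by the square root of 2 for a difference between single wells. It describes late wells on a single plate and no biological variation. The study names a reverse transcription kit of another maker than the array's. It does not say that the synthetic RNA was added, so what the RTC wells read is not known.

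The median log2 fold change was computed for 19 predicted targets of Moringa miRNAs (mol-miRs), taken from the study's list shared by human and mouse, and for 8 gene families chosen from the array's gene names. The targets' median was placed among 10000 random lists drawn from the genes past either limit, matched on the control Ct in 3 equal bins. Each family's median was placed among 10000 random lists from all 84 genes, matched on the mean delta Ct in 3 equal bins. A percentile gives the share of random lists with a lower median, with ties split evenly, and describes these samples only. The genes named in the text are the reference genes and control wells, every gene above 1.5, the 10 genes with the lowest fold change, and Lep, Retn, Insr and Klf2. This rule, the lists and all but the last 5 alternatives below were set before the data were examined. Genes named outside the rule are pointed out as chosen after their values were seen.

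The alternatives were 12 choices of reference, 4 treatments of late wells, 2 sources of the fold change (the authors' deposited fold changes and delta Ct), and 4 other pairs of limits. A further 5 alternatives, on the rounding of Ct and on limits from the RTC wells, were chosen after seeing the data. A value was taken as moved when it changed by more than the SD of a difference between single wells, and a count when it changed by more than 1.5 times. The empty standard deviation columns were not used. Symbols were compared with a table of human genes of the assembly GRCh38.p14 for names alone, and 83 of the 84 matched a current human symbol when case was ignored, and 1 an older one.

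Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The calculations were tested on simulated data made from the 84 control Ct values. Known fold changes were recovered exactly without a ceiling, all 15 simulated genes past the ceiling received a correct bound, and rounding to whole cycles gave an error of at most 0.5 on the log2 scale. Of 40 simulated gene lists lowered by 2 on the log2 scale, 39 fell under the 5th percentile, against 0 of 40 lists with no shift. These lists all had the same size, unlike the families and targets, and held normal values without ceiling or rounding. They do not tell how small a shift the percentiles here could detect.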

Results

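The expression of 84 genes of adipogenesis and lipid metabolism was measured in HepG2 cells with and without exposure to MOES for 72 h. The control and the MOES group each held 1 sample, so every value below comes without replicates and without an error. The comparison addressed whether the seed extract, a source of plant miRNAs, alters the transcripts of lipid metabolism in a human liver cell line. The gene symbols are given as in the deposited tables, which write them in the mouse style.

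Most gene wells were late. The median Ct of the gene wells was 30.5 in the control sample and 32 in the MOES sample. The earliest gene well had a Ct of 19.8 in the control and 23 in the MOES sample. A Ct of 35, the highest in the tables, was recorded for 6 genes in the control and for 25 genes in the MOES sample. All 6 of the former were also at 35 in the MOES sample, which left 59 genes with a Ct under 35 in both samples and 19 at 35 in the MOES sample alone. All 59 MOES values under 35 were whole numbers, whereas 0 of the 78 control values under 35 were. The MOES gene values therefore have a precision of a whole cycle, which corresponds to a factor of 2 in template. Of the MOES gene wells, 21 had a Ct of exactly 32.

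**Figure D1:**
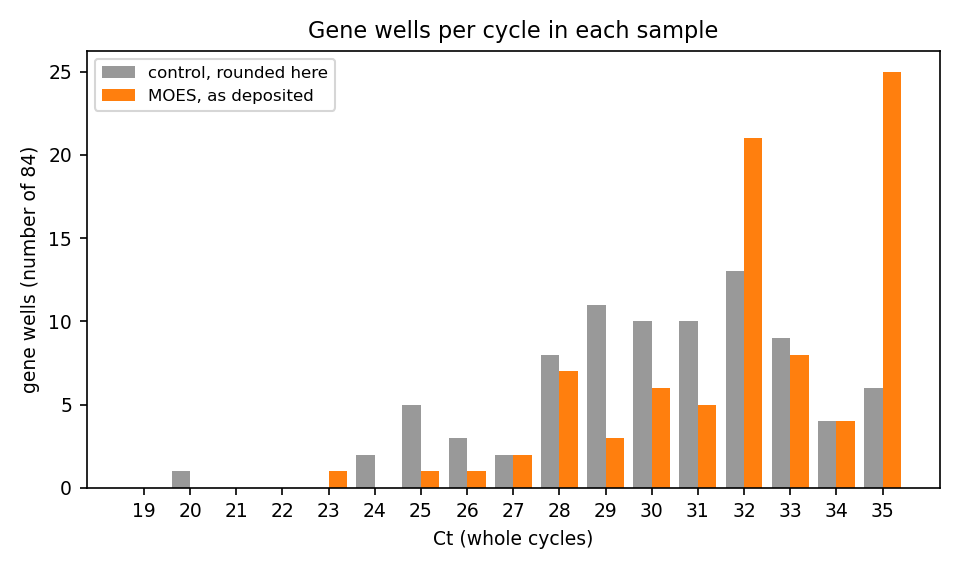
Number of gene wells (of 84) at each Ct, in whole cycles, for the control sample (grey, rounded for the plot) and the MOES sample (orange, as deposited). The MOES sample holds 21 genes at a Ct of 32 and 25 at 35, against 13 and 6 in the control.

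The reference genes did not move together. B2m had a Ct of 23.82 in both samples. Gusb had a Ct of 25.65 in the control and 25.66 in the MOES sample, and Hsp90ab1 had 25.28 and 25.3. The Ct of Actb was 34.05 in the control and 35 in the MOES sample, so its level was at least 1.92-fold lower relative to the other 3 genes. The Ct of Gapdh rose from 28.46 to 35, a level at least 92.4-fold lower. The log2 fold changes of the 3 reference genes used by the authors had an SD of 0.010, and those of all 5 reference genes an SD of 2.84 around a mean of -1.49. The 3 RTC wells had a Ct of 31.41, 32.01 and 32.1 in the control, with an SD of 0.375 cycles, and all 3 were at 35 in the MOES sample. The corresponding SD of a difference between single wells was 0.530 cycles. The 3 PPC wells, which carry their own template, were at 35 in both samples, so the positive PCR control failed in both. There is therefore no working control to show that a Ct of 35 stands for little template and not for a PCR that failed, and the bounds below hold only if the PCR worked. The MGDC well had a Ct of 29.9 in the control and 29.56 in the MOES sample, a difference smaller than that SD.

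With B2m, Gusb and Hsp90ab1 as reference, 7 of the 84 genes (8.33%) had a fold change above 1.5 and 57 genes (67.9%) had a fold change below 0.5 in the MOES sample. The remaining 20 genes (23.8%) lay between the limits, among them the 6 genes at 35 in both samples. All 7 genes above 1.5 had a Ct under 35 in both samples. Of the 57 genes below 0.5, 39 had a Ct under 35 in both samples and 18 had a fold change known only as an upper bound. The median log2 fold change over the 84 genes was -1.77, and it was -1.65 over the 59 genes with a Ct under 35 in both samples. Of the calls, 5 above and 55 below exceeded 2 SD of a difference between single wells. The choice of reference moved these results most. With Gapdh alone as reference, 81 genes lay above 1.5 and 0 below 0.5 with Ct values of 35 taken as they stand, and 23 of these 81 were at 35 in the MOES sample like Gapdh itself, which leaves their direction unknown. With the mean of all 5 reference genes, 26 lay above and 28 below. The count below 0.5 was 38 when Ct values above 32 were set to 32. A change of reference adds the same amount to the log2 fold change of every gene. For the median Ct of the 59 genes under 35 in both samples, this amount was 2.49, larger in size than their median of -1.65. For the reference genes, it was 0.94 for Actb alone, 1.49 for the mean of all 5 genes and 6.53 for Gapdh alone. Where the reference includes Actb or Gapdh, this amount is a minimum. The differences between genes therefore hold under every reference, while the direction of a gene can depend on it.

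**Figure D2:**
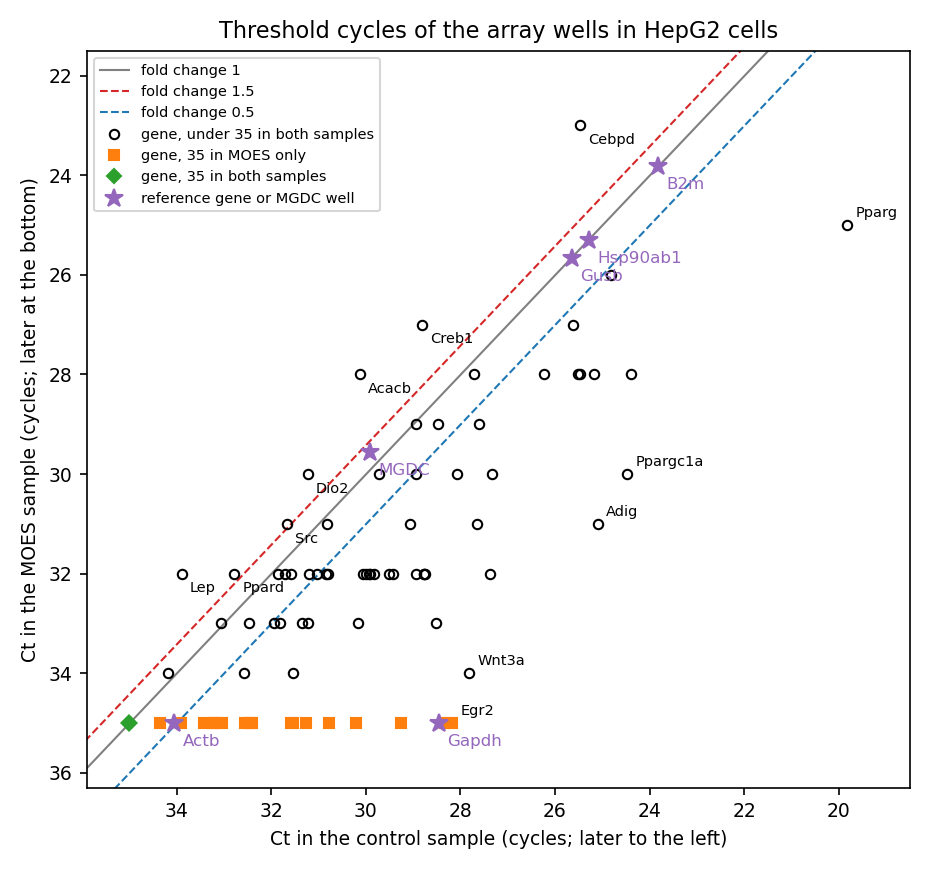
Ct (cycles) of each gene in the control sample (x axis) and in the MOES sample (y axis), with reference genes and the MGDC well as stars and lines of equal fold change. Of the 84 genes, 7 lie above the line for 1.5 and 57 below the line for 0.5, relative to B2m, Gusb and Hsp90ab1, and the 25 genes along the bottom are at a Ct of 35 in the MOES sample.

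**Figure D3:**
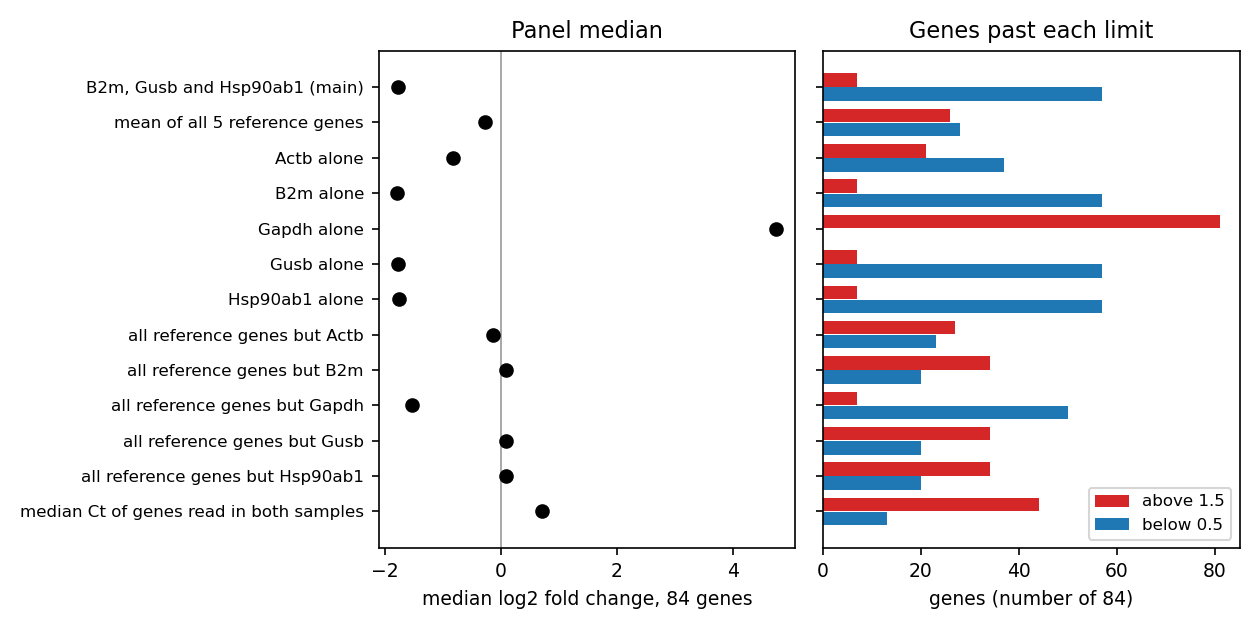
Median log2 fold change of the 84 genes (left) and number of genes past each limit (right) for the main reference and 12 alternatives. The median ranges from -1.78 with B2m alone to 4.75 with Gapdh alone.

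The genes above 1.5 were Cebpd with a fold change of 5.58, Acacb with 4.41, Lep with 3.73, Creb1 with 3.56, Dio2 with 2.36, Ppard with 1.73 and Src with 1.60. They were above 1.5 under each of the 12 other references. This was fixed in advance, since the largest lowering by any of these references was 0.01 on the log2 scale, with B2m alone. Raising the MOES gene wells under 35 by 0.5 cycle, chosen after seeing the data, left 5 genes above 1.5. Ppard then had a log2 fold change of 0.29 and Src of 0.18. With Ct values above 32 set to 32, Lep and Ppard each had a log2 fold change of 0.01. The authors' deposited table lists 5 of these genes, without Ppard and Src, and its lowest value above 1 is 2.37. With an upper limit of 2 in place of 1.5, 5 genes were above it here too. Ppard went from a Ct of 32.78 to 32 and Src from 31.67 to 31, changes smaller than a whole cycle. For the 62 genes in the authors' deposited table, the fold changes differed from those computed here by at most 0.0148.

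The lowest fold changes belonged to Egr2 and Tsc22d3. Both were at 35 in the MOES sample, which put them at least 112-fold and at least 102-fold lower than in the control. Twist1 was at least 53.4-fold lower and Jun at least 27.7-fold lower, also with the MOES well at 35. Of the genes with a Ct under 35 in both samples, Wnt3a was 72.0-fold lower, Adig 59.3-fold, Ppargc1a 45.9-fold, Pparg 36.0-fold, Adipoq 24.6-fold and Ppara 22.3-fold. Pparg was the earliest gene well of the control sample, with a Ct of 19.82, and had a Ct of 25 in the MOES sample. These 10 genes were also lower against B2m, Gusb or Hsp90ab1 alone. They were lower too against the median Ct of the 59 genes under 35 in both samples. Actb and Gapdh were at 35 in the MOES sample, so a reference that includes either gives no direction for the 4 genes at 35 and only a minimum shift for the 6 others, which were higher with Gapdh alone. Retn had a fold change of 0.384, Insr of 0.387 and Klf2 of 0.480. The direction of these 3 genes changed under 7 of the 12 other references, including the mean of all 5 reference genes.

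The 19 predicted mol-miR targets were all past a limit, 17 below 0.5 and 2 above 1.5. The study chose this list among genes that had changed in these cells, so it is not independent of the data. Their median log2 fold change was -1.92, which includes 4 genes at 35 in the MOES sample. Among 10000 random lists of 19 genes from the 64 genes past either limit, matched on the control Ct, this median stood at percentile 95.6, and the random lists had a median of -2.51. Over the same genes it was percentile 90.9 when genes with a Ct of 35 were left out, with a median of -1.92 for 15 targets and -2.06 for 31 other genes. It was percentile 87.2 with Ct values above 32 set to 32, where the median was -1.75 for the targets and -1.21 for the other 45 genes. Leaving out genes with a Ct of 30 or more left 7 targets with a median of -2.48. The 4 other genes past a limit had a median of 0.23, and the panel median was then -1.38. The targets stood at percentile 39.95 there, with a median of -2.48 for the random lists. Lists of 7 from 11 genes share most of their members, so this place carries little information. Of the other 45 genes past a limit, 40 (88.9%) were below 0.5, against 89.5% of the targets. The targets' median was above 0 with Gapdh alone (4.61). It was also above 0 with the median Ct of the 59 genes under 35 in both samples as reference (0.57).

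Each of the 8 gene families had a median log2 fold change below 0 with the main reference, and this flipped to above 0 in all 8 with Gapdh alone as reference and Ct values of 35 taken as they stand. In 4 of the 8, the median rests on a gene at 35 in the MOES sample, so its direction against Gapdh is unknown. The median of the 8 family medians was -1.74. The PPAR receptors and coactivators had the lowest median, -4.48, which was 2.71 lower than the median of all 84 genes and stood at percentile 1.34 among the random lists. In that family 4 of the 5 genes were below 0.5 and 1, Ppard, was above 1.5. With Ct values of 35 taken as they stand, its median was above 0 with Gapdh alone, where it was 2.05, and below 0 under the other references, of which those that include Actb or Gapdh give only a minimum shift. The lipogenic genes had a median of -2.55 at percentile 20.4, with Acacb above 1.5. On the same terms, this too was above 0 with Gapdh alone, and with Ct values above 32 set to 32 it was 0.01, as was that of the WNT ligands. The KLF factors had the highest median, -0.80, at percentile 85.3, and it flipped to above 0 under 8 of the 12 other references. The other 5 families had medians from -1.84 for the sirtuins to -1.5 for the GATA factors, at percentiles from 39.0 to 65.3, and each flipped under 5 or 6 of the 12 references. With 8 families compared, a percentile as low as that of the PPAR family has no test against chance here.

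**Figure D4:**
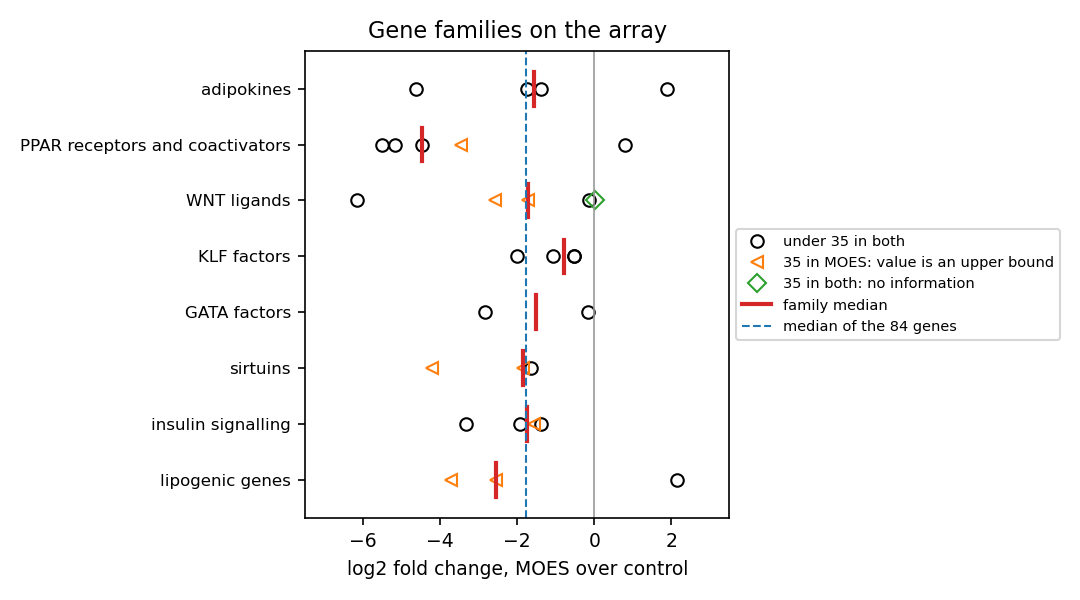
Log2 fold change (MOES over control, relative to B2m, Gusb and Hsp90ab1) of each gene in 8 families, with family medians as red bars and the median of the 84 genes as a dashed line. The PPAR family median of -4.48 lies farthest to the left, and with Gapdh alone as reference all 8 medians flip to above 0, of which 4 rest on a gene at 35 in the MOES sample.

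Across the 59 genes with a Ct under 35 in both samples, the Ct values of the samples had a Pearson correlation of 0.736 and a Spearman correlation of 0.700. This correlation is across genes, which are not independent replicates.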

Values the study reported

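The study examined 84 genes of lipid metabolism in HepG2 cells given the seed extract at 2.5 mg/ml. It counted 6% of them as upregulated and 67% as downregulated, with limits of 1.50 and 0.5 on the fold change. It named 61 genes as modulated in these cells and 22 of them as potential targets of Moringa miRNAs.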

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

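Of the tests below, the well comparison was chosen after the values were seen. The MGDC well, a control for genomic DNA that the comparisons of genes do not use, gave more signal in the MOES sample than in the control. Relative to the reference genes, its log2 fold change was 0.35. The difference in Ct was smaller than the SD of 0.530 cycles for a difference between single wells. Genomic DNA carried into the MOES sample may account for it, but a single well per sample and the lack of a well without reverse transcriptase here keep this open, and well-to-well noise cannot be set apart from it. The well was among the 4 control wells of the MOES sample recorded with decimals. An effect of MOES on this well was not tested. Its Ct of 29.9 in the control and 29.56 in the MOES sample was earlier than the median gene well, 30.5 and 32. Whether genomic DNA added signal to the gene wells of either sample was not tested. The well is named as the mouse control, so what it reads in human cells is not known.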

How the results depend on the processing

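The 27 alternatives included 5 chosen after seeing the data, namely the shifts of the MOES gene wells, the rounding of the control and the limits from the RTC wells. No paired analysis was possible because each group had 1 sample.

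The reference moved the results most. By construction it adds a constant to every gene, and it is not known here which reference genes changed. B2m, Gusb or Hsp90ab1 alone gave 7 genes above 1.5 and 57 below 0.5, as in the report, and all reference genes but Gapdh gave 7 and 50. The mean of all 5 reference genes gave 26 above and 28 below, with medians of -0.28 for the panel, -0.43 for the predicted targets and -0.24 over the families. Actb alone gave 21 and 37, with medians of -0.83, -0.98 and -0.80 in the same order. Gapdh alone gave 81 and 0, with medians of 4.75, 4.61 and 4.79, and 0 of the 8 families below 0, though 23 of the 81 genes and the medians of 4 families rest on wells at 35 like Gapdh and have no known direction. All reference genes but Actb gave 27 and 23, with medians of -0.14, -0.29 and -0.10, and 5 families below 0. Leaving out B2m, Gusb or Hsp90ab1 in turn gave 34 and 20 each time, and 2 families below 0. The panel medians were then 0.095, 0.093 and 0.090, the target medians -0.05, -0.053 and -0.055, and the family medians 0.13 each. With the median Ct of the 59 genes under 35 in both samples as reference, 44 genes lay above and 13 below. The medians were then 0.71, 0.57 and 0.75, and 2 families were below 0. In settings that include Actb or Gapdh, the MOES value of that gene is at the Ct ceiling, so the shift is itself a bound.

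Setting Ct above 35 to 35 changed nothing, since no value is higher. Setting Ct above 32 to 32 removed later differences by construction and gave 5 genes above and 38 below, with medians of -0.69 for the panel and -0.90 over the families. It left 6 of the 8 families below 0, with the WNT ligands and the lipogenic genes at 0.01, and put Lep and Ppard at 0.01. Leaving out genes with a Ct of 30 or more kept 14 genes, 2 above and 9 below, and a median of -2.48 over the 7 targets left, against -1.38 for the panel. Neither that filter nor the one at 35 gave a value over all families, since members were missing, and the authors' deposited table gave none for the panel and the families. Its counts were 5 and 57, and the delta Ct values gave 7 and 57. Limits of 2 SD of all 5 reference genes around their mean of -1.49 gave 0 above and 0 below, and those from the 3 reference genes gave 9 and 69. Limits of 2 and 0.5 gave 5 and 57, the counts of the authors' deposited table. Limits of 1.5 and its inverse gave 7 and 60, and those from the RTC wells gave 5 and 55.

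Lowering the MOES gene wells by 1 cycle gave 22 above and 35 below, with medians of -0.78 for the panel, -0.92 for the targets and -0.74 over the families. The shifts of 0.5 cycle and the rounding of the control gave from 5 to 8 above and from 47 to 61 below. For single genes and families, the references and the lowering of the MOES gene wells add the same constant to each, so they say nothing on how stable single results are. Setting Ct above 32 to 32 moved 12 of these 28 results. The Ct ceiling limits 25 of the 84 genes, and with the PPC wells at 35 in both samples it is not shown that the PCR worked in those wells.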

Other observations

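The tests of cDNA amount, reverse transcription, reference choice, plate rows, well order and gene names were chosen after the values were seen. The tests on rounding were set down before their results, but the lowering of the MOES gene wells was also chosen after seeing the data.

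Most gene wells were later in the MOES sample, by a median log2 fold change of -1.77. Less cDNA in every MOES well stays open. The 3 reference wells used by the authors differed by at most 0.02 cycles, which speaks against it, but Actb and Gapdh were later, and no value shows which of the 5 kept their level. Weaker reverse transcription of the MOES sample stays open for the same reason, and the RTC wells, made to check it, were at least 2.9 cycles later. The study does not say that the synthetic RNA for these wells was added, so they may not report on reverse transcription. Rounding of the MOES values to whole cycles does not account for the whole fall, since 35 genes were below 0.5, relative to those 3 reference genes, with every MOES gene well lowered by 1 cycle. The choice of reference genes stays open. With the mean of all 5 reference genes the panel median was -0.28, and no value shows whether Actb and Gapdh changed or the other 3 did. An effect of MOES also stays open, untested for lack of replicates.

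The 3 reference wells were also recorded unlike the rest. Of the MOES sample, only B2m, Gusb, Hsp90ab1 and MGDC carried decimals, 4 wells in all, while every gene well was a whole number. These 3 reference wells differed between samples by at most 0.02 cycles, and the SD of a difference between single RTC wells was 0.530 cycles. RTC wells cross the threshold later, so the scales are not the same, and why the precision differed was not tested.

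The MOES gene wells heaped at a Ct of 32, with 21 genes there, 5 at the cycle before and 8 at the cycle after. Plates were simulated by adding a normal shift to the control Ct, rounding to whole cycles and holding values at 35. A share of 0.0004 of 10000 simulated plates had as many genes in their fullest cycle below 35, and their median was 12. The simulated shift was normal with a mean of 1.63 and an SD of 1.90 cycles, and did not depend on the control Ct. In the data, the slope of MOES Ct on control Ct was 0.631 over the 59 genes under 35 in both samples. Simulated plates can therefore be more widely spread than the data, so rounding of smoothly spread values stays open. No other origin of the heap was tested. Of the 57 genes below 0.5, 14 had this Ct.

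The fall was uneven across the plate. The median log2 fold change was -0.03 in the plate row B and lay between -2.57 and -1.12 in the other 6 rows. In 10000 shuffles of the gene wells, a share of 0.0285 gave row medians as far apart. An effect of the plate row may contribute, and it needs to explain only the unevenness and not the fall. The genes are laid out by name, so each row also holds its own genes, and a difference between genes in their response stays open and untested.

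The tables carry mouse names although the labels name a human array. Of the 62 genes in the authors' deposited table, 17 have a mouse clone or mouse Ensembl name among their synonyms, and the genomic DNA control is the mouse one. Tables of other samples than the labels name could give this, and so could a mouse template in the software. So could the mouse array, which the study used for mouse livers, run on cDNA of these cells. These cannot be told apart because the names say nothing on the cDNA. For the 19 predicted targets, the study prints the deposited fold changes as those of HepG2 cells given MOES. Its mouse liver values printed beside them differ, which argues against a swap with those mouse comparisons for these genes. Other mix-ups of samples stay open. The PPC wells were at 35 in all 6 cases over both samples, so the positive PCR control failed in both, and the reason was not tested.

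In the control sample Actb ranked 81 of 89 gene and reference wells by Ct, and Pparg ranked 1. B2m ranked 2, Hsp90ab1 8, Gusb 13 and Gapdh 24. Values set against the wrong well list might put an abundant transcript such as Actb so late, but the early ranks of B2m and Hsp90ab1 speak the other way, and a few genes do not decide it. Agt, a gene chosen after its value was seen, ranked 80. No biological explanation of this order was tested.

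The sample title gives a MOES dose of 5 mg/mL and the labels' protocol 2.5 mg/mL. The study's methods also give 2.5 mg/ml for the array in these cells, so the title is at odds with both. No value in the tables depends on the dose, so the tables cannot settle the dose of the MOES sample.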
